A study of Homo sapiens with 6 samples. Its data were reported in "HDAC8-mediated inhibition of EP300 drives a transcriptional state that increases melanoma brain metastasis" (2023).

How the data were processed

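RNA-seq libraries were made from WM164, a human melanoma cell line that carries a BRAF V600E mutation. The 6 libraries fall into an EV group (empty expression vector) and an HDAC8 group (HDAC8 expression vector), with 3 in each. Groups and replicate numbers came from the labels. The labels name no sequencing batch. SK-MEL-28, for which the study also describes RNA-seq, was not analysed here.

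The authors trimmed paired-end reads with Trimmomatic, aligned them to the transcriptome with STAR and estimated the number of reads per gene with RSEM. The deposited values are expected counts, which the authors did not scale between libraries. An expected count shares a read between genes it could come from, so genes with near-identical copies carry extra uncertainty. Removal of duplicate reads, strand-specific counting, genome build and annotation release are not stated, so overlapping and antisense genes are uncertain as well. The table held 60504 genes, of which 3508 had an Ensembl identifier and no symbol. The genes without a symbol took 0.0804% to 0.102% of the counts per library. They were kept under their identifier. All columns of values belonged to the 6 libraries.

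Expected counts were rounded to whole numbers. Gene positions, transcript length and GC content were taken from GENCODE release 44 (GRCh38), joined by Ensembl identifier, and 56558 of the identifiers were found there. These positions are those of that annotation, since the build the authors used is not stated.

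Total counts per library ran from 34741083 to 42041462. The floor for a gene without reads was set at 3 counts, which is 2.57 to 3.27 normalized counts depending on the library. A fold change against a group whose libraries were all at or under the floor was computed against the floor and is a lower bound. Reads without molecular identifiers are not independent molecules, so the floor covers counting error only. Intervals are at the 95% level and come from the DESeq2 standard error, which includes the spread between libraries. How many transfected pools the libraries of a group came from is not stated. The spread between libraries may therefore not include differences between pools.

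The test, its thresholds and the rule for genes to name were chosen before the data were examined. HDAC8 was compared with EV by the two-sided Wald test of DESeq2 1.42.0 in R 4.3.3, with its own size factors (0.918 to 1.17) and no covariates, over 26162 genes with a total count of at least 10. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its log2 fold change was at least 0.58 in size, the thresholds in the methods of the study, which elsewhere gives an uncorrected p. DESeq2 gave no adjusted p for 5141 genes, and these were left out of every count of calls. Gene lists were tested with camera of limma 3.58.1, at a preset inter-gene correlation of 0.01, on voom log2 CPM of the genes that filterByExpr of edgeR 4.0.16 keeps, with Benjamini-Hochberg adjustment over 17 lists. Of these, 7 are the melanoma cell state lists the study used, by gene name alone, and 10 are process lists written from general knowledge.

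Named genes are HDAC8 and the other genes the study names, the 5 largest rises and 5 largest falls among called genes with a mean normalized count of at least 50 and groups that do not overlap, and the member of each cell state list with the largest change under the same conditions. Of these, 1 gene is not reported here.

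Alternatives were edgeR's quasi-likelihood test and limma-voom (both with TMM scaling), size factors from total counts or upper quartiles, no filter or at least 10 counts in every library, a replicate block, a DESeq2 test against the fold change minimum, other p thresholds, each library left out in turn, and for lists an estimated correlation, fry and preranked GSEA (fgsea 1.28.0). Normalization within 20 bins of transcript GC content and a fit without mitochondrial genes were added after the data had been seen. Alternatives planned for a table without counts did not apply.

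The fits were tested on simulated data. With 200 of 23599 genes changed, DESeq2 recovered 62% of them with 71 false calls and no wrong sign, edgeR 55.5% with 36 false calls and limma-voom 50% with 11. The number of false calls led to a larger simulation. With as many changed genes as were called in the real table (2313 of 23695), 9.8% of the DESeq2 calls were false, against 6.2% for edgeR and 3.4% for limma-voom. Of the 190 false DESeq2 calls, 123 had a mean normalized count under 50. DESeq2 calls at low counts are therefore less certain than the 0.05 threshold states. A planted list was recovered by camera, and 0 of 16 random lists passed. Genes were simulated independently, so this check does not cover correlation between list members. In the real counts that correlation was estimated at -0.012 (undifferentiated list) to 0.332 (collagens). On other splits of the real libraries camera passed 2 to 6 lists, although those splits carry part of the group difference. Pairs of libraries of one group differed by more than sampling noise (chi-square over degrees of freedom from 30.9 to 223.1 across genes), so none was deposited more than once under another name.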

Results

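Gene counts of WM164 melanoma cells with an HDAC8 expression vector were compared with those of cells with an empty vector (EV). HDAC8 is a class I histone deacetylase. Each group had 3 libraries. Total counts were 34953618, 42041462 and 40120780 in the EV libraries and 41852045, 37562461 and 34741083 in the HDAC8 libraries, so depth overlapped between the groups. The first principal component of the 1000 most variable genes carried 79.1% of their variance and separated the groups, with EV libraries from -17.85 to -15.77 and HDAC8 libraries from 15.67 to 19.41. The next component carried 12.5% and set HDAC8 1 (12.49) apart from HDAC8 2 (-9.72) and HDAC8 3 (-4.27). Mitochondrially encoded transcripts took 9.66%, 10.2% and 12.8% of the counts in the EV libraries and 4.46%, 7.94% and 7.63% in the HDAC8 libraries.

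The vector's gene was examined first. HDAC8 (ENSG00000147099, GRCh38 chromosome X, 72329516 to 72573101, minus strand) had normalized counts of 383.8, 404.4 and 478.8 in the EV libraries and 484.8, 445.5 and 473.7 in the HDAC8 libraries. Its mean was 422.3 ± 50 (SD, n = 3) against 468.0 ± 20.3 (SD, n = 3). The log2 fold change was 0.15 (SE 0.28, DESeq2 adjusted p = 0.856), and the groups overlapped. Across 15 alternatives the log2 fold change ran from 0.08 to 0.30 and the gene was not called. A rise of HDAC8 transcript was thus not detectable, and the upper 95% limit of its fold change was 1.63. The transcript does not check the labels, and every direction below is that of the libraries labelled HDAC8 against those labelled EV.

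To determine how many genes differed, all 26162 genes were tested. DESeq2 called 1170 genes higher and 1143 lower in the libraries labelled HDAC8 (adjusted p under 0.05, log2 fold change of at least 0.58 in size), which is 11% of the 21021 genes with an adjusted p. Protein-coding genes made up 1035 of the higher and 945 of the lower genes. The groups did not overlap in 97.7% of the called genes and in 24% of the genes tested, where chance gives 10%. The alternative that moved the counts most was a test against the fold change minimum itself, which left 292 higher and 291 lower genes. edgeR's quasi-likelihood test called 1080 higher and 1045 lower, and 2030 of the 2313 DESeq2 calls were among them. Leaving out EV replicate 3 gave 911 higher and 746 lower genes. In 252 called genes one group was at or under the floor of 3 counts in all its libraries, with 82 of them higher and 170 lower.

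**Figure D1:**
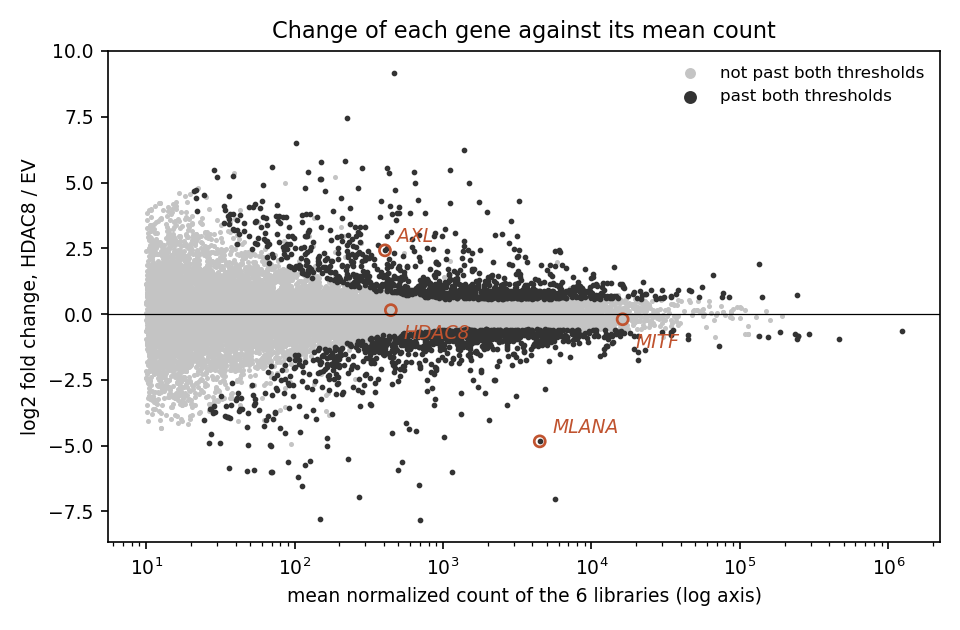
Log2 fold change (HDAC8 over EV) of each gene against its mean normalized count over the 6 libraries (log axis), for the 19241 genes with a mean of at least 10 and both groups above the floor. Dark points are the 2061 of them past both thresholds; HDAC8 itself lies at 0.15 and MLANA at -4.84.

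Other genes that the study names were examined next, among them genes of the neural crest stem cell (NCSC)-like state. AXL (ENSG00000167601, chromosome 19, 41219223 to 41261766, plus strand) rose from 127.7 ± 32.5 to 684.8 ± 73.6 normalized counts (SD, n = 3), a log2 fold change of 2.42 (SE 0.33, DESeq2 adjusted p = 1.05e-11). FAM83G (chromosome 17, 18968789 to 19004764, minus strand) rose from 437.8 ± 29 to 2287.0 ± 372.9 (log2 fold change 2.38, SE 0.20, DESeq2 adjusted p = 1.21e-28). EGFR (chromosome 7, 55019017 to 55211628, plus strand) rose from 53.6 ± 27.2 to 366.1 ± 8.8 (log2 fold change 2.78, DESeq2 adjusted p = 7.84e-08). SERPINE2 (chromosome 2, 223975045 to 224039318, minus strand) rose by a log2 fold change of 1.88 (SE 0.14, DESeq2 adjusted p = 2.50e-37). PROM1, JUN and FOSL1 were higher by log2 fold changes of 1.88, 1.18 and 1.14, and all of these genes were past both thresholds with groups that did not overlap. SOX2 had no count in any EV library and normalized counts of 6.0, 80.9 and 16.3 in the HDAC8 libraries, at least 10.9-fold higher on average, a value that HDAC8 replicate 2 largely sets. No difference was detected in SERPINA1 (log2 fold change -0.08, SE 0.39, DESeq2 adjusted p = 0.962). The same held for EP300 (-0.05, SE 0.13, DESeq2 adjusted p = 0.907) and CREBBP (-0.14, SE 0.14, DESeq2 adjusted p = 0.674). The study names SERPINA1 among serpins raised with HDAC8. At the SE of SERPINA1 a moderate change in either direction is not excluded.

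Melanocytic genes moved the other way. MLANA (ENSG00000120215, chromosome 9, 5890889 to 5910606, plus strand) had 8664.7 ± 366.7 normalized counts in the EV libraries and 303.1 ± 67.8 in those labelled HDAC8 (SD, n = 3), a log2 fold change of -4.84 (SE 0.18, DESeq2 adjusted p = 2.36e-161). TYR (chromosome 11, 89177875 to 89295759, plus strand) changed by -1.60 (SE 0.14, DESeq2 adjusted p = 3.64e-28) and DCT (chromosome 13, 94436811 to 94479682, minus strand) by -1.08 (SE 0.15, DESeq2 adjusted p = 4.04e-11). PMEL changed by -0.86 (SE 0.19, DESeq2 adjusted p = 1.74e-04), with HDAC8 1 at 147944 normalized counts and the others labelled HDAC8 at 89540.4 and 94276. MITF had 17338.8 ± 938.5 against 15109.6 ± 3411.6 (SD, n = 3), a difference within the spread of the libraries (log2 fold change -0.20, DESeq2 adjusted p = 0.544).

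**Figure D2:**
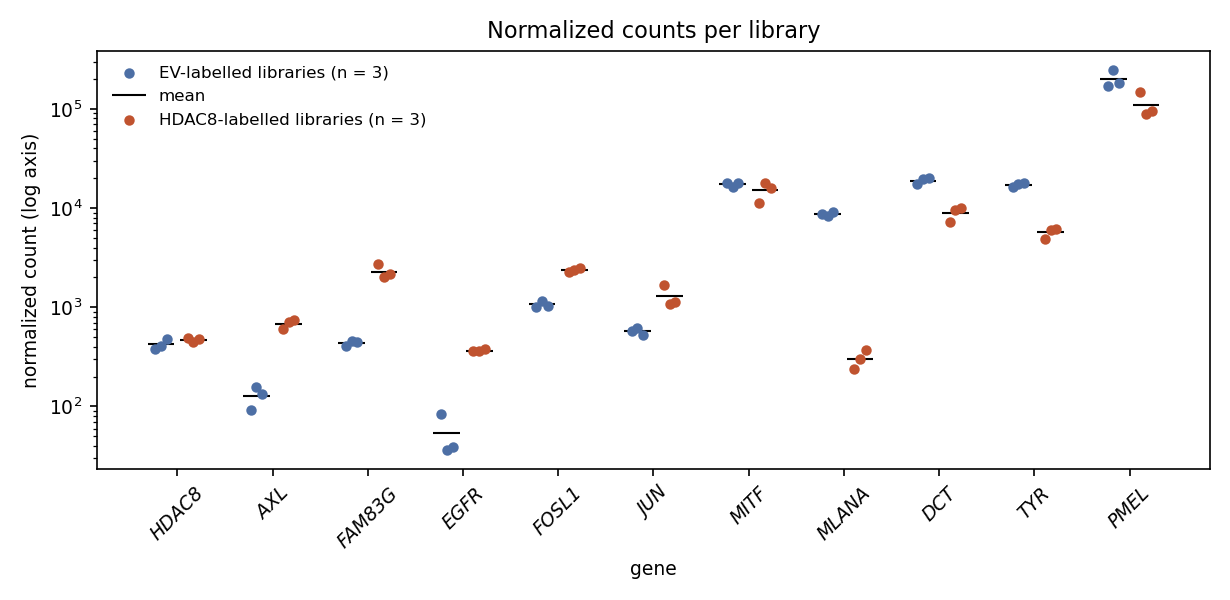
Normalized counts (log axis) of 11 genes the study names in each EV-labelled and HDAC8-labelled library (n = 3 per group), with bars at the group means. The HDAC8 gene overlaps between groups, while MLANA lies at a mean of 8664.7 against 303.1.

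The largest rises under the naming rule, ranked by DESeq2 log2 fold change, were in genes with almost no reads in EV. PTN (chromosome 7, 137227341 to 137343774, minus strand) was at least 69.5-fold higher, with a mean of 218.7 ± 112.2 normalized counts in the libraries labelled HDAC8 (SD, n = 3). LINC01606 was at least 53.2-fold, BLNK at least 47.5-fold and EMX2 at least 37.8-fold higher. CTAG2 had a mean of 933.7 ± 310.6 in those libraries, and among the EV libraries only EV replicate 2 had reads, with 5 counts. CTAG2 belongs to a family of near-identical genes that share reads. The largest falls in the same ranking were in genes with no count in the libraries labelled HDAC8, apart from 1 count of BAGE2. A ranking by the bounds against the floor would differ. LRRC37A4P was not among these falls, with 713.3 normalized counts in EV and 0.9 in HDAC8, against 669.8 and 0.3 for BAGE2. NELL1 (chromosome 11, 20669551 to 21575686, plus strand) had 1988.6 ± 321.6 normalized counts in EV (SD, n = 3) and no count in any HDAC8 library, at least 609-fold lower in the deposited counts. MCTP2 had a log2 fold change of -7.16 or lower. AC097374.1, TSSC2 and BAGE2 were at least 117-fold, 110-fold and 205-fold lower, and all of these are annotated as unprocessed pseudogenes, where reads can be split between copies.

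To compare the libraries with known melanoma cell states, the 7 state lists were tested as sets. The transitory/melanocytic list was lower (camera adjusted p = 1.76e-16), with a median log2 fold change of -0.48 over 123 genes, and 3 higher against 46 lower members. Adjusted over the list alone, 3 were higher and 49 lower. The undifferentiated/NCSC list was higher (camera adjusted p = 1.27e-07, median 0.58, or 0.57 with members at the floor set to their bound), with 34 members higher and 6 lower over all genes, and 36 higher and 10 lower adjusted over the list alone. The NCSC list was higher (camera adjusted p = 5.97e-05, median 0.37, 13 higher and 4 lower over all genes, 15 and 5 adjusted over the list alone). The melanocytic list was lower (camera adjusted p = 4.51e-04, median -0.45, 7 higher and 19 lower over all genes, 7 and 24 adjusted over the list alone). NCSC/transitory genes were higher (camera adjusted p = 0.0174, median 0.42, 8 higher and 3 lower by both adjustments). Transitory genes were lower (camera adjusted p = 0.0222, median -0.17, 3 higher and 7 lower over all genes, 3 and 8 adjusted over the list alone), and this call was lost without EV replicate 2 (0.074) or HDAC8 replicate 1 (0.0675). The undifferentiated list was not called by camera (adjusted p = 0.139, median 0.14, 16 higher and 6 lower over all genes, 17 and 6 adjusted over the list alone). The largest change among members was CPA4 in the undifferentiated list (3.29), GFRA1 in undifferentiated/NCSC (5.77), GLI2 in NCSC (4.30), AGMO in NCSC/transitory (-4.26) and SLC27A3 in transitory/melanocytic (-3.01), as log2 fold changes. NELL1 and MLANA were those of the transitory and melanocytic lists. With the inter-gene correlation estimated, camera kept the calls for the transitory/melanocytic, undifferentiated/NCSC, NCSC and melanocytic lists (adjusted p = 0.0392 each), and fry kept all 6 and also called the undifferentiated list (adjusted p = 8.70e-04).

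**Figure D3:**
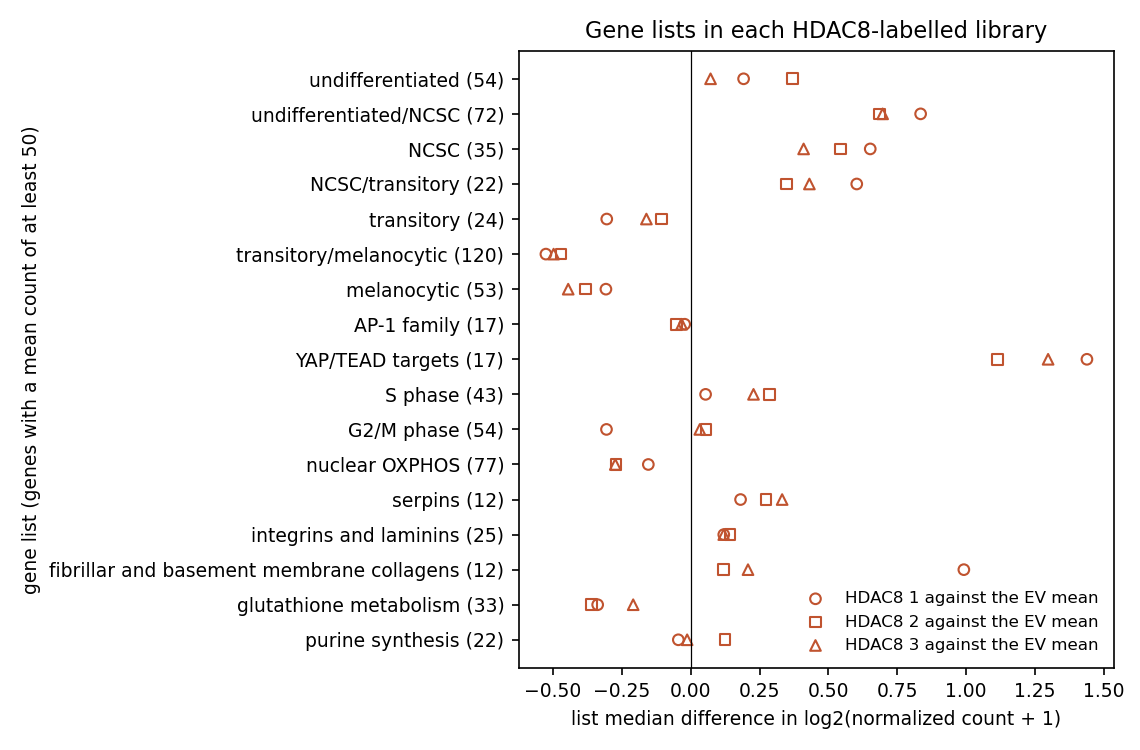
Median difference in log2(normalized count + 1) of each of 17 gene lists between each HDAC8-labelled library and the EV mean, over list members with a mean normalized count of at least 50 (number in brackets). The transitory/melanocytic medians lie at -0.526, -0.471 and -0.498, and the YAP/TEAD medians between 1.11 and 1.44.

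Process lists were tested in the same way. YAP/TEAD targets were higher (camera adjusted p = 6.20e-07, median log2 fold change 0.69, 11 of 22 members higher and 0 lower, with 11 higher and 1 lower adjusted over the list alone). S phase genes were higher (adjusted p = 3.68e-04, median 0.21, 6 higher and 0 lower over all genes, 7 and 0 adjusted over the list alone). Nuclear OXPHOS genes, which encode the respiratory chain, were lower by a small amount (adjusted p = 0.00129, median -0.25, 1 higher and 4 lower by both adjustments). Glutathione metabolism genes were lower (adjusted p = 0.00212, median -0.24, 0 higher and 11 lower by both adjustments). Collagens (adjusted p = 0.0149, median 0.28, or 0.20 with members at the floor set to their bound, 4 higher and 1 lower by both adjustments), serpins (adjusted p = 0.0238, median 0.22, 4 higher and 1 lower by both adjustments) and integrins and laminins (adjusted p = 0.0407, median 0.28, or 0.10 over the 25 members with a mean normalized count of at least 50, 7 higher and 3 lower over all genes, 8 and 3 adjusted over the list alone) were higher. The collagen medians were 0.99 in HDAC8 1 and 0.12 and 0.21 in the others. Integrins and laminins were not called without EV replicate 1 (0.105) or HDAC8 replicate 1 (0.0794). The lists for purine synthesis (adjusted p = 0.516, 3 higher and 1 lower), the AP-1 family (0.871, 4 higher and 3 lower) and G2/M phase (0.997, 5 higher and 1 lower) were not called, with the same counts by both adjustments. Only YAP/TEAD targets among these process lists were called with an estimated correlation (adjusted p = 0.0392). Under fry YAP/TEAD targets, S phase, glutathione metabolism and serpins were called.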

Values the study reported

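The study reported 204 genes that were increased in both WM164 and SK-MEL-28 cells with HDAC8, and 163 that were decreased in both. Its methods give a log2 fold change of 0.58 in either direction and an FDR-corrected p threshold of 0.05, while its description of these counts gives a p value under 0.05 without correction for multiple tests. These are counts shared by both cell lines.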

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

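Gene counts depended most on what was tested. Against the fold change minimum itself, 292 genes were higher and 291 lower in the libraries labelled HDAC8. At an unadjusted p, 1839 were higher and 1856 lower. The first requires the change to exceed the minimum beyond its error and the latter drops the correction, which accounts for both. Across the 6 fits that each left out one library, 877 to 1218 genes were higher and 746 to 1378 lower. The count of lower genes was lowest without EV replicate 3 and highest without HDAC8 replicate 1. All 6 fits had equally many libraries, so library number does not explain that difference. Under edgeR, limma-voom, both other scalings, both other filters and both added alternatives (GC-bin normalization and a fit without mitochondrial genes, chosen after seeing the data), the counts stayed within 1.5 times. The share of higher calls was 50.6%, and 56.4% with total-count size factors. Across the fits that each left out one library it ran from 44.5% (without HDAC8 replicate 1) to 57.5% (without EV replicate 2). Replicate numbers did not pair the libraries: deviations of same-numbered libraries correlated at -0.052, -0.157 and 0.086. With the replicate block, 1075 genes were higher and 1078 lower, and no list call changed.

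The HDAC8 transcript was on the same side of the threshold in all its alternatives. Named genes were not followed in the test against the fold change minimum or at the other p thresholds. Of 33 named genes, 31 kept direction and side of the threshold in every remaining alternative that gave them an adjusted p. The exceptions were not called in any fit: SERPINA1 ran from -0.30 to 0.15 and EP300 from -0.135 to 0.013 (log2) across the fits that each left out one library. At least 10 counts in every library removed 13 named genes, which had fewer in at least 1 library. Of the other values, 1 had no adjusted p: SOX2 without HDAC8 replicate 2, the library that largely sets its mean. Its call was thus not tested there (log2 fold change 5.94).

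Among lists, 194 of 221 alternatives kept direction and call, 18 lost the call, 3 gained it and 6 changed direction. With the inter-gene correlation estimated, 5 of 17 lists were called. The adjusted p was then 0.211 for glutathione metabolism and for serpins, 0.233 for S phase, 0.268 for NCSC/transitory, 0.287 for nuclear OXPHOS, and 0.335 for collagens, integrins and laminins, and transitory genes. With fry it was 0.0523 for collagens, 0.0799 for nuclear OXPHOS and 0.122 for integrins and laminins. With at least 10 counts in every library it was 0.135 for transitory genes and 0.102 for integrins and laminins, and with members of at least 1 CPM 0.0677 for the latter. The undifferentiated list gained a call with fry (8.70e-04), preranked GSEA (0.00265) and at least 10 counts in every library (0.0239). Across fits that each left out one library, the adjusted p ran from 0.00928 to 0.074 for transitory genes and from 0.0166 to 0.105 for integrins and laminins. G2/M phase and the AP-1 family, not called in any setting, changed direction: G2/M phase with fry (0.94), with at least 10 counts in every library (0.968) and within a leave-one-out range of 0.117 to 0.977, and the AP-1 family within a leave-one-out range of 0.644 to 0.94. Apart from the filters named above, the cause was not tested.

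Genes with few counts varied more within groups. In genes with a mean normalized count of 5 to 50 the median coefficient of variation within groups was 91.5%, against 12.35% in genes with a mean of at least 1000. How much of this is read depth was not separated from differences between cultures and preparations.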

Other observations

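The tests of neighbouring genes, XIST, windows against shuffles, matched draws, variance over mean, gene families, and GC content for the windows and lists were written down before their results were seen. The test of windows 5 apart was also written down first, but this and the GC test of the windows were prompted by the window pattern. The tests of gene and list numbers, of the HDAC8 transcript, of lost molecules, pools, a minimum count and copy number, the recount of neighbours and the SDs of other splits were chosen only after the result was seen.

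Only 1 of the 10 splits of the 6 libraries, the real one, gave as many called genes (2313), and the other 9 gave 1 to 5. Likewise 1 of the 10 gave as many lists past the threshold (13), and the others gave 2 to 6. With 10 splits the share is never under 0.1, so the share itself decides nothing. GC content alone does not account for the calls: with GC-bin normalization 2552 genes were called, and 2089 of the 2313 were among them in the same direction.

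A rise of the HDAC8 transcript was not detectable in the libraries labelled HDAC8 (mean 468.0 against 422.3 normalized counts in EV). A 2-fold rise hidden by too few reads is argued against. The upper 95% limit of the log2 fold change was 0.70, under the value of 1 that such a rise needs. A smaller rise is not excluded. One exchanged library is argued against by a gap of 31.4 between the groups on the first principal component. The study's text gives promoter acetylation, measured in other libraries, as raised in cells expressing HDAC8 for AXL, FAM83G, FOSL1 and SOX2, and as lowered for MLANA, DCT, TYR and PMEL. All 8 of these genes were called here in that direction and 0 in the opposite one, which argues against labels exchanged between whole groups. Reads of a vector transcript that were not counted for the gene are a candidate explanation that gene totals cannot test (log2 fold change 0.15). The study probed HDAC8 protein by immunoblot in transfected cells, which RNA totals do not measure. Whether the sequenced cells expressed the vector's gene is left open here. Reads were not used here.

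In 14 genes all 3 libraries of one group had at least 100 normalized counts and all of the other had at most 3 of the deposited counts: 12 in EV alone (NELL1, LRRC37A4P, BAGE2, MCTP2, AC097374.1, TSSC2, CFI, SELENBP1, CGAS, AF254983.1, AC079062.1, OR7E12P) and 2 in HDAC8 alone (LINC01606, SLC16A9). These were chosen after their values were seen. Other splits gave at most 1 such gene, which argues against loss of rare molecules in sequencing. A lost or gained chromosome segment is a candidate explanation for part of them. Within 1 Mb, 136 expressed neighbours had a median log2 fold change of 0.247 in the direction of the gene. This was above the central 95% of 10000 random gene sets (-0.21 to 0.15). With each neighbour counted once, the median over 118 was 0.247 as well. SELENBP1 (39 neighbours, median -0.21) and LRRC37A4P (28, -0.61) gave the most. Neighbours shifted in the direction of the gene at 10 of 13 genes. The shift was small at BAGE2 and AF254983.1 (-0.025 each), which overlap, and at AC097374.1 (-0.046). Neighbours did not follow AC079062.1 (0.43), CGAS (0.22) or CFI (0.01), which all fell, so a shared segment does not cover every gene. Whether the libraries labelled HDAC8 came from another line stays open: of Y-linked genes and XIST, 1 gene could be tested and 0 were counted in all libraries. Whether cell pools differed apart from HDAC8 cannot be told apart from the vector for these 14 genes, since the number of pools per vector is not stated. The same limit holds for every other called gene and for the list tests. A regulatory effect of HDAC8 stays among the open explanations.

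Fold changes followed position on the chromosomes (GENCODE release 44, GRCh38). Over 706 windows of 20 neighbouring genes, the medians had an SD 1.98 times the mean of shuffled gene orders (permutation test by shuffling genes, p = 0.001, the smallest 1000 shuffles can give). The window at chromosome 5, 196868 to 1295068, had a median of 0.84 with 20 of 20 genes above the genome's median. The window at chromosome 4, 183444635 to 186088073, had -0.73 with 19 of 20 below. On chromosome 17 every window from 439978 to 21043760 had a median between 0.34 and 0.69. The next window, 21123364 to 28614197, had -0.003, and those further on ran from -0.58 to 0.20. FAM83G lies in the raised stretch, in a window with a median of 0.66, against its own log2 fold change of 2.38. Whole chromosomes shifted too: chromosome 8 by 0.30 (76% of 525 genes above the genome's median), chromosome 7 by 0.24, chromosome 12 by -0.19 and chromosome X, which carries HDAC8, by 0.17. Of 13 chromosomes with a median of at least 0.1 in size, 12 had the same sign in each HDAC8 library and with GC-bin normalization, although these comparisons share the EV libraries. Transcript GC content does not remove the pattern, as the ratio stayed at 1.97 with GC-bin normalization. Shared regulation of close neighbours alone is argued against by a correlation of 0.417 between windows 5 apart, over 0.124 in any of 1000 shuffles. Differences between libraries that do not follow the groups are argued against as the whole cause by the other splits. Their SDs with GC-bin normalization were 0.099 to 0.115 against 0.263 for the real one, although each of them carries part of the group difference. For that reason the ratio to shuffled orders does not decide it. On log2(normalized count + 1) the ratio was 1.47 to 1.91 in the other splits, close to the 1.97 of the real one. A difference in copy number between the cells of the groups may underlie the 187 windows with a median of at least 0.3 in size (20.8 on average when shuffled). It cannot be told apart from regional regulation by RNA alone, and DNA was not analysed here. Part of the called genes could therefore reflect position rather than a response of each gene.

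Genes counted in a single library had median counts of 10, 5 and 10 in EV 1 to 3 and 11, 11 and 7 in HDAC8 1 to 3, where independent reads of rare molecules would mostly give 1. A minimum count set by the authors is argued against by at least 274 genes with a count of 1 in every library. Several reads per captured molecule, as PCR copies would give, stay an untested candidate explanation. The median within-group variance over mean at 5 to 50 normalized counts was 11.1, but this spread also holds differences between cultures and preparations and does not decide it. No biological explanation was tested.

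The 13 mitochondrially encoded protein genes had a median log2 fold change of -0.82, all of them lower, with -1.35 in HDAC8 1 and -0.60 and -0.64 in the others. Transcript GC content and length are argued against, since 0% of 10000 draws of nuclear genes matched on both had a median as low. The nuclear OXPHOS list stayed lower with GC-bin normalization (median -0.20 against -0.25), and 0.05% of draws matched on length and expression were as low. Its medians were -0.17, -0.28 and -0.28 in HDAC8 1 to 3. Ribosomal protein genes, also short, had a median of -0.19, with -0.001 in HDAC8 1 and -0.292 and -0.305 in the others. The S phase list stayed higher with GC-bin normalization (0.28 against 0.21), though its median was 0.03 in HDAC8 1 against 0.28 and 0.21. RNA handling that differed between groups was not tested. The study measured respiration and growth in other assays. It reports higher mitochondrial respiration with HDAC8, and slower proliferation of a BRAF inhibitor-sensitive line that stably expressed HDAC8. The lower OXPHOS and higher S phase transcripts here are therefore not evidence of lower respiration or faster growth.

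CTAG2, MAGEA8 and CT45A3, cancer-testis genes, were noticed for their rise, so their families were examined. Of 23 members tested, 8 were called. Of the 5 besides those noticed, 4 were higher and 1 lower, or 80% higher, which is not above the level set in advance for a family-wide rise. MAGEA3 did not differ and XAGE1B fell. Members share reads, so single changes are uncertain.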
